A study of Homo sapiens with 15 samples. Its data were reported in "Disruption of CDK7 signaling leads to catastrophic chromosomal instability coupled with a loss of condensin-mediated chromatin compaction" (2023).

How the data were processed

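RNA sequencing of 2 triple negative breast cancer cell lines was analyzed. MDA-MB-231 and MDA-MB-468 are established human lines that lack the estrogen and progesterone receptors and HER2 amplification. Each line had been treated for 48 h with THZ1, a covalent inhibitor of the transcription and cell cycle kinase CDK7, or with the vehicle DMSO, and each of the 4 groups held 3 libraries. The THZ1 dose was 75 nM in MDA-MB-231. For MDA-MB-468 the sample titles and the paper gave 50 nM, while the treatment label gave 75 nM. A further 3 libraries of the series, H3K27ac chromatin immunoprecipitation and input of MDA-MB-468, were not analysed here.

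Library preparation, sequencing and primary analysis were done by a company for the authors. Paired-end Illumina reads were mapped to hg19 (GRCh37); the aligner and the counting tool for RNA-seq, and whether reads were counted by strand, are not given in the sources used here. The authors deposited 1 table per line, with raw read counts per Ensembl gene and library, not normalized. The deposited log2 fold changes of THZ1 over vehicle are from the authors' DESeq2 fit, and those of MDA-MB-231 are pulled towards 0 while those of MDA-MB-468 are not. The deposited adjusted p-values are from the authors' DESeq2 test with the Benjamini-Hochberg method. The MDA-MB-231 table held 30966 genes and that of MDA-MB-468 held 27251, with 23597 gene IDs in both. Small RNA and rRNA genes were listed for MDA-MB-468 alone, so the tables were fitted separately except for the test between lines. In all, 20 other per-library or group-mean columns of these tables were not used.

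Columns were assigned to samples by name. In MDA-MB-468 the THZ1 libraries carried the numbers 1, 3 and 4 in the table and 1, 2 and 3 in the titles, so libraries 3 and 4 were assigned to their group and not to single samples. The paper says that cell culture work was repeated independently, and the legend of the figure with these data speaks of biological replicates per experiment, but the labels do not say which libraries came from separate cultures. Where they did not, p-values measure only the spread between these libraries, which may be technical. Library totals ran from 16523090 to 42206982 counts. No pair of libraries within a group agreed within counting noise, so all 12 were used.

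The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) on the deposited counts, within each line. Genes were kept with filterByExpr (minimum count 10, minimum total 15), library sizes were recomputed and scaled by TMM, and adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. The standard error (SE) of a log2 fold change was its size divided by the square root of F. Levels are CPM from edgeR on the TMM scale, as mean ± SD over 3 libraries. A test of single values with 3 against 3 libraries cannot go below an exact two-sided p of 0.1, so none was used. The difference of the THZ1 effect between lines was the interaction term of 1 fit over the 12 libraries and the genes kept in both tables. A fold against a group with no counts was computed against a floor of 3 counts over the group, and a group with 1 to 3 counts was given a ratio with a counting interval; these cover counting error only.

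Before the data were examined, 30 gene lists were fixed from textbook knowledge, together with the test of each result, the alternatives and the rule for named genes. The paper had already reported falls of condensin and G2/M genes in these libraries, so tests of those lists are no independent evidence. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, adjusted over the 59 list-by-line tests, and again with an estimated correlation and with fry. A list needed 3 tested genes. Counts of list members are over all genes tested; those adjusted over the list alone were the same except where given. The named genes were, in each line, the 8 condensin genes, CDK7, CCNH, MNAT1, MYC, GAPDH, KIF4A, KIF22, TOP2A, SMC1A and SMC3 whatever their values; the 6 largest rises and 6 largest falls among protein-coding genes past the threshold with a mean normalized count of at least 100 whose groups did not overlap; and up to 2 rising and 2 falling members of each list with the smallest adjusted p. For both lines together they were the 5 largest and 5 smallest mean fold changes among genes changed the same way, and for the difference the 5 largest interactions each way, with the same level minimum.

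Alternatives were DESeq2 size factors, upper quartile, total count and housekeeping gene scaling, the DESeq2 Wald test (DESeq2 1.42.0), no filter, a mean count of at least 50, a log2 fold minimum of 1, a replicate block, 1 fit over all libraries, and leaving out each library. A run on protein-coding genes alone was added after the data were seen.

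The tests were tried on simulated counts with the means, dispersions and library sizes of the real libraries and 200 changed genes, over 10 draws. Far more genes passed in the real data, so the shares below do not give the recovery of the real tests. For MDA-MB-231 (14689 genes on average), edgeR recovered 72.55% of genes changed 1.5-fold and 87.1% of genes changed 2-fold, and on average 6.65% of its calls were false (2.5% to 9.47%). For MDA-MB-468 (14479 genes), it recovered 5.91% and 42.6%, with 4.81% of calls false (0% to 10.9%), and DESeq2 had 15.3% of calls false there (9.52% to 20.5%), above its threshold. For the difference between lines (12744 genes), edgeR recovered 2.18% and 27.2%, with 7.68% of calls false. A first, arbitrary limit on the recovery in a single draw was not met; it was replaced by limits on the p-values of unchanged genes and on the estimated folds, over all draws. Of 100 random lists of 40 genes, camera gave a p below 0.05 for 2 in MDA-MB-231 and 1 in MDA-MB-468, and the planted list was found in both.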

Results

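Gene expression was measured by RNA sequencing in MDA-MB-468 cells and MDA-MB-231 cells given THZ1 or vehicle for 48 h, with 3 libraries in each of the 4 groups. Totals were 16523090 to 40071879 counts for MDA-MB-231 THZ1, 19661232 to 26418852 for its vehicle, 19518656 to 20916506 for MDA-MB-468 THZ1 and 25978967 to 42206982 for its vehicle. In MDA-MB-468 the TMM factors were 0.607 to 0.797 with THZ1 and 1.39 to 1.44 with vehicle, so the direction of moderate changes in this line depends on the scaling. All scalings used are relative, so in both lines a rise means a larger share of the sequenced RNA, not more RNA per cell. THZ1 library 1 of MDA-MB-468 correlated with the other THZ1 libraries at 0.950 to 0.952 across genes, whereas those correlated with each other at 0.973. Protein-coding mitochondrial transcripts took 4.48% ± 0.400 of counts with vehicle and 9.41% ± 0.589 with THZ1 in MDA-MB-231 (SD, n = 3), and 5.83% ± 1.14 and 12.3% ± 1.88 in MDA-MB-468.

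The first comparison asked which transcripts change with THZ1 against vehicle in MDA-MB-231 cells. The paper considers off-target effects of its inhibitors on other kinases. Effects through CDK7 were not separated from such effects in these libraries. Genes of condensin, the complex that compacts mitotic chromosomes, fell, as did genes of mitosis and DNA replication, while replication-dependent histone genes and immediate early genes rose. With an estimated correlation the mitosis and immediate early lists still passed (adjusted p = 0.0395 for each), and the condensin (adjusted p = 0.124), DNA replication (0.0723) and histone (0.124) lists did not. Of the 8 condensin genes, 7 fell and none rose, with the same count adjusted over the list alone. NCAPH (ENSG00000121152, chromosome 2, 97001525 to 97039583) fell from 104 ± 1.97 to 35.4 ± 3.12 CPM (log2 fold change -1.57, SE 0.08, adjusted p = 2.32e-11). SMC4 (ENSG00000113810, chromosome 3, 160117062 to 160152750) changed by -1.36 ± 0.12 (SE) and SMC2 (ENSG00000136824, chromosome 9, 106856541 to 106903698) by -0.91 ± 0.09. NCAPD2, NCAPD3, NCAPG and NCAPG2 changed by -1.17, -1.05, -0.83 and -0.60. NCAPH2 did not pass the threshold (-0.10, adjusted p = 0.237), except with total counts (-0.20, adjusted p = 0.0251) and housekeeping scaling (-0.19, adjusted p = 0.0482). The camera test gave an adjusted p of 2.69e-07 for the list, and an adjusted p = 0.124 with an estimated correlation. It is no independent evidence, because the paper reported this fall in the same libraries.

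**Figure D1:**
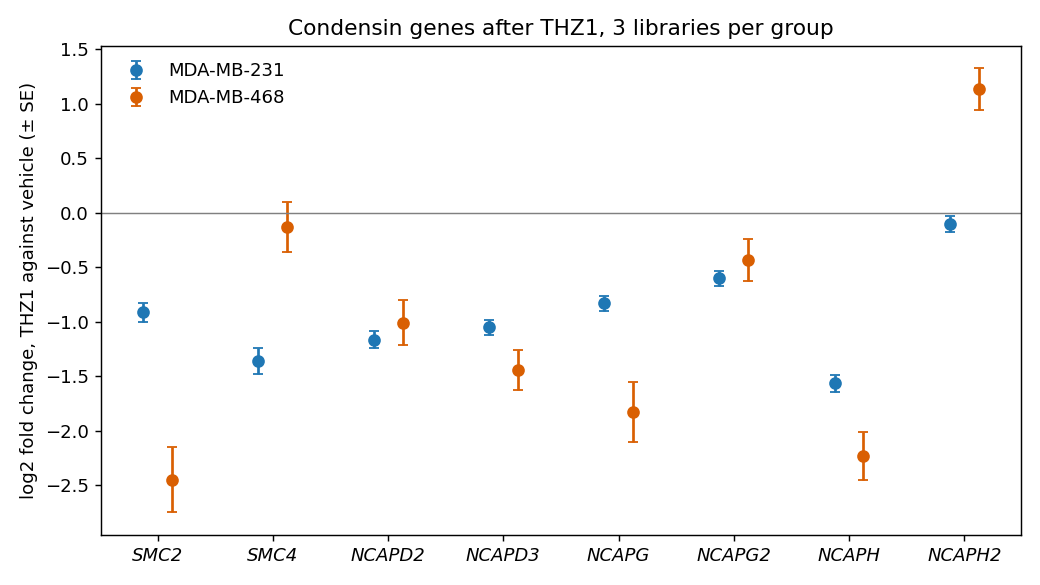
Log2 fold changes of the 8 condensin genes with THZ1 against vehicle, with SE bars, in both lines (3 libraries per group, TMM scaling). In MDA-MB-231 the values lie between -1.57 and -0.10. In MDA-MB-468 SMC2 is lowest at -2.45 and NCAPH2 is at 1.13, which falls to 0.14 with total count scaling.

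Other genes of chromosome segregation fell in MDA-MB-231. All 5 genes of the chromokinesin and topoisomerase II list fell, among them TOP2A (-1.40 ± 0.08), which untangles sister DNA, KIF4A (-0.62 ± 0.06), KIF22 (-0.21 ± 0.06) and TOP2B (-0.69 ± 0.07). The adjusted p was 6.90e-04, and 0.124 with an estimated correlation. Of 46 mitosis and G2/M genes, 44 fell and none rose, with the kinase gene AURKB at -1.27 ± 0.07 and CCNA2 at -1.14 ± 0.06. The list's adjusted p was 1.43e-20, and 0.0395 with an estimated correlation. Of 40 DNA replication genes, 35 fell and none rose, with MCM6 at -1.19 and POLE at -0.98 (adjusted p = 3.81e-12, and 0.0723 with an estimated correlation). Of 24 DNA damage response genes, 20 fell, with BRCA1 at -1.22 and FANCD2 at -1.19, and 2 rose, PALB2 (0.55) and RBBP8 (0.29). Here the adjusted p was 1.54e-04, and 0.539 with an estimated correlation. Of 15 cohesin genes, 9 fell and 3 rose. SMC1A changed by -0.81, SMC3 by -0.28, STAG1 by -0.78, CDCA5 by 0.44 and ESCO1 by 0.82. The list did not pass (adjusted p = 0.0828), except without vehicle library 1 (0.0375), and with total counts 2 of its genes rose and 12 fell. SMC3 no longer passed without THZ1 library 3 (adjusted p = 0.0516), vehicle library 2 (0.0620) or vehicle library 3 (0.102), and KIF22 did not pass with upper quartile scaling (-0.15, adjusted p = 0.0569).

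The genes of the drug target itself moved little in MDA-MB-231. CDK7 (chromosome 5, 68530668 to 68573250) was at 43.4 ± 1.64 CPM with vehicle and 41.3 ± 6.91 with THZ1 (adjusted p = 0.562), CCNH at 29.2 and 26.5 CPM (adjusted p = 0.187), and MNAT1 fell by 0.33 on the log2 scale. CCNH passed without THZ1 library 2 (-0.24, adjusted p = 0.0448), with total counts (-0.24, adjusted p = 0.0335) and with housekeeping scaling (-0.24, adjusted p = 0.0474). Among 8 tested genes of the CDK7 module and TFIIH, 2 rose, GTF2H1 (0.41) and ERCC2 (0.25), and 2 fell, MNAT1 and GTF2H3 (-0.26), with a list adjusted p of 0.837, and with total counts 1 rose and 4 fell. GTF2H3 did not pass without vehicle library 3 (adjusted p = 0.104), nor ERCC2 with total counts (0.16, adjusted p = 0.0507) or housekeeping scaling (0.16, adjusted p = 0.0591). Of 12 RNA polymerase II subunit genes, 5 rose, with POLR2A at 1.39 ± 0.09 and POLR2K at 0.81, and 2 fell, POLR2J (-0.51) and POLR2H (-0.18). The list gave an adjusted p of 0.222. POLR2H lost its call without THZ1 library 1 or 2 (adjusted p = 0.0606 and 0.0776) or vehicle library 1 or 2 (0.116 and 0.0914). MYC (chromosome 8, 128747680 to 128753674) rose from 174 ± 6.92 to 454 ± 20.5 CPM (1.38 ± 0.07, adjusted p = 3.81e-11). GAPDH rose by 0.55 ± 0.08.

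Among rising groups, 32 of 35 tested replication-dependent histone genes rose and none fell (adjusted p = 5.21e-28, and 0.124 with an estimated correlation). HIST2H2BE (chromosome 1, 149856010 to 149858232) rose by 4.40 ± 0.13 and HIST1H2BK by 2.96 ± 0.08. Histone genes are near-identical copies, so reads can be split between them. The paper does not say how RNA was selected for sequencing, so a change in capture was not separated from one in expression. The filter kept 35 of 66 listed histone genes, and a gene low with vehicle can pass it through its THZ1 counts alone. Of 20 immediate early genes, which respond within minutes to stimuli, 17 rose, with FOS at 6.05 ± 0.11 and JUNB at 3.38 ± 0.07, and 1 fell, KLF2 (-0.49). The list's adjusted p was 7.60e-33, and 0.0395 with an estimated correlation. Of 17 cytokine and NF-kB genes, 11 rose, with CXCL2 at 2.21, and 3 fell, with NFKBIA at -0.46 and NFKB2 at -0.26 (adjusted p = 4.36e-04, and 0.332 with an estimated correlation). Of 20 lysosome and autophagy genes 13 rose, with PSAP at 1.01 and LAMP1 at 0.91, and 2 fell, TFEB (-1.09) and WIPI1 (-0.61) (adjusted p = 0.0140, and 0.552 with an estimated correlation). Of 16 mesenchymal genes 8 rose, with SNAI1 at 4.39 and MMP1 at 2.74, and 3 fell, with AXL at -0.65 and FN1 at -0.30. Of the list 9 rose when adjusted over the list alone (adjusted p = 9.23e-04, and 0.124 with an estimated correlation). Of the 13 mitochondrially encoded genes 12 rose, with MT-ND1 at 1.96 and MT-ND4 at 1.32 (adjusted p = 1.12e-07, and 0.247 with an estimated correlation).

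In MDA-MB-231, 16 of 22 cholesterol synthesis genes fell, with INSIG1 at -1.55 and SREBF2 at -1.23, and 1 rose, MSMO1 (0.70). Here the adjusted p was 6.84e-04, and 0.124 with an estimated correlation. Of 72 ribosomal protein genes, 34 fell, with RPL7A at -1.02 and RPS3A at -0.96, and 16 rose, with RPL18 at 1.02 and RPLP2 at 0.89 (adjusted p = 0.0328, and 0.810 with an estimated correlation). Without THZ1 library 1 the list's adjusted p was 0.248, and it was also above the threshold without vehicle library 1. With total counts 11 rose and 41 fell. Ribosomal protein genes have many processed pseudogenes, and their counts can be shared with them. Housekeeping genes went both ways, 6 up and 5 down of 16 (adjusted p = 0.673), with B2M at 0.96, IPO8 at -0.77 and SDHA at -0.37. Their median was 0.08, and -0.02 with total counts.

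The largest rises in MDA-MB-231 were in genes with few counts under vehicle. RNF151 had 2 counts in the 3 vehicle libraries and 847 in the THZ1 libraries, a ratio of 424 (counting interval 117 to 3509). ARC, an activity-regulated gene of neurons (chromosome 8, 143692405 to 143696833), rose from 3.48 ± 1.20 to 690 ± 46.1 CPM (7.63 ± 0.15). WDR38, FAM166A, CLDN6 and GADD45G rose by 6.55, 6.26, 6.17 and 6.10. The largest falls were in LGALS12 (-3.11), PDGFRB (-2.51), PDE7B (-2.44), ARTN (-2.41), FPR1 (-2.36) and GNAO1 (-2.32). In all, 4831 genes rose and 4968 fell of 15729 tested. Those that rose were 49.3% of the calls, and 40.1% with total count scaling, which moved the median of all genes by -0.10. With a log2 fold minimum of 1, 2645 genes were called, 1956 up and 689 down, and with 1 fit over all libraries 5386.

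The second comparison was the same contrast in MDA-MB-468 cells. Most genes of mitosis and of the DNA damage response fell, and most histone, immediate early, lysosome and mitochondrially encoded genes rose. Of the 8 condensin genes 5 fell and 1 rose, and with total counts 7 fell and none rose. None of these lists passed with an estimated correlation (adjusted p = 0.561 for mitosis, 0.635 for DNA damage response, 0.0723 for histones, 0.241 for immediate early, 0.456 for lysosome and 0.531 for mitochondrially encoded genes), and with total counts the lysosome genes no longer leaned one way (8 up, 7 down). SMC2, a core subunit of condensin, fell from 14.5 ± 5.59 to 2.66 ± 0.208 CPM (-2.45 ± 0.30, adjusted p = 2.46e-06) and NCAPH from 64.1 ± 5.88 to 13.6 ± 3.58 CPM (-2.23 ± 0.22, adjusted p = 2.68e-07). NCAPG, NCAPD3 and NCAPD2 changed by -1.83, -1.45 and -1.01. NCAPG2 (-0.43, adjusted p = 0.0528) and SMC4 (-0.13, adjusted p = 0.619) did not pass. With total count scaling they passed at -1.41 and -1.13. NCAPH2 was at 1.13 ± 0.19, and at 0.14 (adjusted p = 0.512) with total counts. In all 5 of 8 condensin genes fell and 1 rose, and 6 fell when adjusted over the list alone, and with total counts 7 fell and none rose. The list had an adjusted p of 0.0544, and 0.379 with an estimated correlation; it passed without THZ1 library 1 or any of the vehicle libraries, with 0.0316 as the lowest value, and was at 0.0856 without THZ1 library 3. NCAPG2 passed without THZ1 library 1 (-0.46, adjusted p = 0.0447) or 4 (-0.62, adjusted p = 0.0152).

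Genes of division also fell in MDA-MB-468, with exceptions. Of 46 mitosis and G2/M genes 32 fell, with CENPF at -2.49 ± 0.29 and BUB1B at -2.08 ± 0.23, and 5 rose, with TACC3 at 1.73 and CDC20 at 1.33. The list's adjusted p was 2.77e-04, and 0.561 with an estimated correlation. With total counts 42 fell and 1 rose, and CDC20 no longer passed (0.34, adjusted p = 0.0581). TOP2A changed by -2.49 ± 0.24, MKI67 by -2.48 ± 0.21, KIF4A by -0.52 ± 0.18 and KIF22 by 1.54 ± 0.19 (0.55 with total counts), and 4 of the 5 genes of their list fell and 1 rose (adjusted p = 0.0699). The list passed without any of the vehicle libraries (lowest 0.0305, without vehicle library 2), and KIF4A did not pass without vehicle library 2 (adjusted p = 0.0722) or with upper quartile scaling (0.0763). Of 40 DNA replication genes 19 fell, with RFC1 at -2.11 and RRM2 at -1.94, and 8 rose, with ORC6 at 1.33 and MCM2 at 1.22, which did not pass with total counts (0.35 and 0.23) (adjusted p = 0.0328, and 0.552 with an estimated correlation). With total counts none of the list rose and 32 fell. Of 24 DNA damage response genes 18 fell, with BRCA1 at -2.82 and TOPBP1 at -2.20, and 1 rose, FANCA (1.21; not passing with total counts, 0.22). The adjusted p was 0.00266, and 0.635 with an estimated correlation. Of 15 cohesin genes 12 fell, with PDS5B at -2.08, SMC1A at -1.42 and SMC3 at -1.21, and 2 rose, ESCO1 (3.14) and CDCA5 (2.34), with an adjusted p of 0.0551; the list passed without THZ1 library 4, vehicle library 2 or vehicle library 3 (lowest 0.0239).

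CDK7 changed by -0.65 ± 0.22 (adjusted p = 0.0135; 0.0529 among genes with a mean count of at least 50) in MDA-MB-468, CCNH by -1.51 ± 0.30, and MNAT1 was at -0.41 (adjusted p = 0.130). Of the 8 tested genes of this module 4 fell, with GTF2H3 at -1.57, and 2 rose, ERCC2 (0.87) and GTF2H5 (0.73), whose values were -0.13 and -0.24 with total counts (list adjusted p = 0.450), and with total counts 6 fell and none rose. Of 12 RNA polymerase II subunit genes 7 rose, with POLR2L at 2.78 and POLR2I at 1.71, and 3 fell, with POLR2B at -1.59 and POLR2H at -0.67 (adjusted p = 0.313), and with total counts 2 rose and 5 fell. MYC was at 131 ± 4.49 CPM with vehicle and 181 ± 21.2 with THZ1 (0.47, adjusted p = 0.0278), and at -0.50 (adjusted p = 0.0332) with total counts, so that its direction turned with the scaling. Its rise also failed the threshold without THZ1 library 4 (0.31, adjusted p = 0.129) or vehicle library 1, 2 or 3 (adjusted p = 0.0857, 0.116 and 0.107). GAPDH (chromosome 12, 6643093 to 6647537) rose by 2.96 ± 0.27, and by 1.94 ± 0.14 with total counts. Of 16 housekeeping genes 7 rose, with B2M at 3.47 and GUSB at 2.34, and 4 fell, with IPO8 at -2.55 (adjusted p = 0.163), and with total counts 6 rose and 9 fell.

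The filter kept 52 of 67 listed replication-dependent histone genes in MDA-MB-468, and a gene low with vehicle can pass it through its THZ1 counts alone. All 52 tested histone genes rose (adjusted p = 8.43e-26, and 0.0723 with an estimated correlation), with HIST1H2BG at 8.15 ± 0.31 and HIST2H2BE at 7.01 ± 0.29, and 50 rose with total counts. The make-up of the libraries moved with them. In MDA-MB-468 rRNA genes took 0.112% ± 0.0257 of counts with vehicle and 0.696% ± 0.0828 with THZ1 (SD, n = 3). Small noncoding RNA genes took 0.0108% ± 0.00297 and 0.0610% ± 0.00135. Among tested genes, 17 of 18 snRNA genes, 28 of 35 snoRNA genes and 11 of 14 genes annotated as misc_RNA rose. How RNA was selected is not given in the paper. Changes in capture and in expression therefore cannot be told apart for these classes or for the histone genes. Of 20 immediate early genes 19 rose, with FOS at 5.62 and IER2 at 5.06 (adjusted p = 5.44e-15, and 0.241 with an estimated correlation); with total counts 17 rose and 2 fell. Of 20 lysosome and autophagy genes 14 rose, with PSAP at 3.63 and NPC2 at 3.42, and 2 fell, NPC1 (-1.19) and WIPI1 (-0.82) (adjusted p = 0.00136, and 0.456 with an estimated correlation); with total counts 8 rose and 7 fell, and adjusted over the list alone 15 rose and 3 fell. Of 11 mesenchymal genes 9 rose, with SNAI1 at 5.20 and AXL at 3.80 (adjusted p = 0.00721, and 0.379 with an estimated correlation), and with total counts 5 rose and 2 fell. All 13 mitochondrially encoded genes rose, with MT-ND1 at 3.66 and MT-ND3 at 2.72 (adjusted p = 3.26e-06, and 0.531 with an estimated correlation). Of 18 cytokine genes 10 rose and 3 fell (adjusted p = 0.221), with LIF at 2.47, CXCL1 at -1.04 and BIRC3 at -3.98; CSF3 had no counts with vehicle and 115 with THZ1, at least 121-fold higher. With total counts 6 cytokine genes rose and 7 fell. Of 22 cholesterol synthesis genes 10 rose, with MSMO1 at 1.93, and 3 fell, with HMGCS1 at -0.86 (adjusted p = 0.492), and with total counts 2 rose and 11 fell. Of 72 ribosomal protein genes 36 rose, with RPLP1 at 2.94 and RPLP2 at 2.74, and 11 fell, with RPL23 at -1.76 and RPL7A at -1.36 (adjusted p = 0.0544; 0.00212 without THZ1 library 4, and past the threshold without vehicle library 1 as well); with total counts 19 rose and 38 fell.

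**Figure D2:**
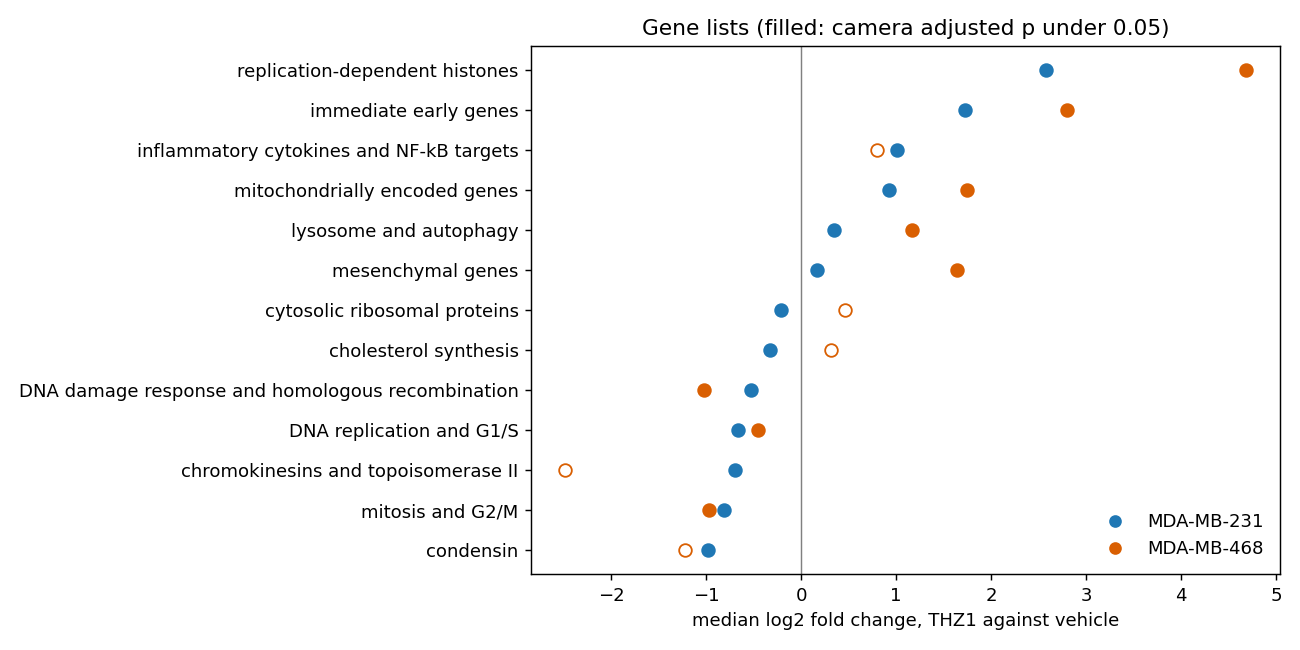
Median log2 fold change of the tested genes of each list that had a camera adjusted p below 0.05 in at least 1 line, THZ1 against vehicle, by cell line; filled points have an adjusted p below 0.05. With an estimated correlation 2 lists passed in MDA-MB-231 (adjusted p = 0.0395 for each) and none in MDA-MB-468 (lowest adjusted p = 0.0723). Histone genes have the highest medians, 2.58 in MDA-MB-231 and 4.69 in MDA-MB-468, the latter also with the 1 gene without vehicle counts set to its bound; under total counts the MDA-MB-468 medians of cytokine, ribosomal protein and cholesterol genes lie below 0.

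The largest rises in MDA-MB-468 were again in genes near silent with vehicle. RNF151, C19orf35 and WDR38 had no counts in the vehicle libraries and were at least 1587-fold, 1475-fold and 1398-fold higher with THZ1, against a floor of 3 counts over the group. PPP1R27 had 1 and 1125 counts, a ratio of 3553 with a counting interval of 636 to 140449. ARC rose by 10.43 ± 0.34 and FAM166A by 10.11 ± 0.40. The largest falls were in the receptor tyrosine kinase gene KIT (-5.85 ± 0.41), ERMAP (-4.31), SNCAIP (-4.14), ZNF827 (-4.01), BIRC3 (-3.98) and MUC15 (-3.97). Of 16001 genes tested 5612 rose and 5490 fell. Those that rose were 50.5% of the calls with TMM, 24.9% with total counts (3124 rose, 9406 fell) and 29.7% with housekeeping scaling. Total counts moved the median of all genes by -0.98, housekeeping scaling by -0.74 and upper quartile scaling by 0.14, and changes are given relative to TMM.

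The third comparison asked which changes the lines shared. ARC, FAM166A, WDR38 and the histone gene HIST2H2BE rose in both lines, and NCAPH, TOP2A, BRCA1 and SMC1A, a cohesin subunit, fell in both. Among 13744 genes tested in both, 2605 rose in both and 2651 fell in both, where independent lists would share 1367.3 and 1689 (odds ratios 6.71 and 3.83 by Fisher's exact test). A further 1156 genes were called in opposite directions. Across genes, which are not independent replicates, the fold changes of the lines had a Spearman rho of 0.514 and a Pearson r of 0.656. The genes with the largest shared rises were ARC, RNF151, WDR38, C19orf35 and FAM166A. Those with the largest shared falls were SLC26A2 (-0.85 in MDA-MB-231 and -3.81 in MDA-MB-468), BTN3A3 (-1.43 and -3.68), FAM115A (-1.43 and -3.33), ATP2B4 (-0.99 and -3.57) and MFSD6 (-1.10 and -3.47). With total counts the shared genes were 1574 up and 4745 down. With a log2 fold minimum of 1 in both lines 1444 genes passed, 1196 up and 248 down. In the authors' deposited tables, at the same threshold, 2818 genes rose and 2499 fell in both.

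The fourth comparison tested whether the THZ1 effect differed between the lines. SMC2 fell further in MDA-MB-468 (difference -1.71, adjusted p = 1.05e-04), as did NCAPG (-1.16) and NCAPH (-0.85), while SMC4 (1.06) and NCAPH2 (1.06) were more positive there; with total counts the last pair did not pass (0.41 and 0.42). NCAPD2 did not differ past the threshold (-0.02, adjusted p = 0.933). Total counts moved the median difference of all genes from -0.24 to -0.86, and 3 named gene differences passed with total counts alone of these scalings. EMP3 (5.35), GPR3 (5.05) and RRAD (6.18) were more positive in MDA-MB-468, and so were C19orf35 and WDR38, whose fitted differences rest on vehicle libraries with no counts. CTC-444N24.11 (-5.07), BIRC3 (-3.93), GRTP1 (-3.79), ZNF827 (-3.67) and CYP1A1 (-3.46) were more negative there. Of 13744 genes, 8348 differed, 3250 more positive and 5098 more negative in MDA-MB-468. The split depends on the scaling, with 4038 and 4073 with DESeq2 size factors and 1635 and 7656 with total counts.

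**Figure D3:**
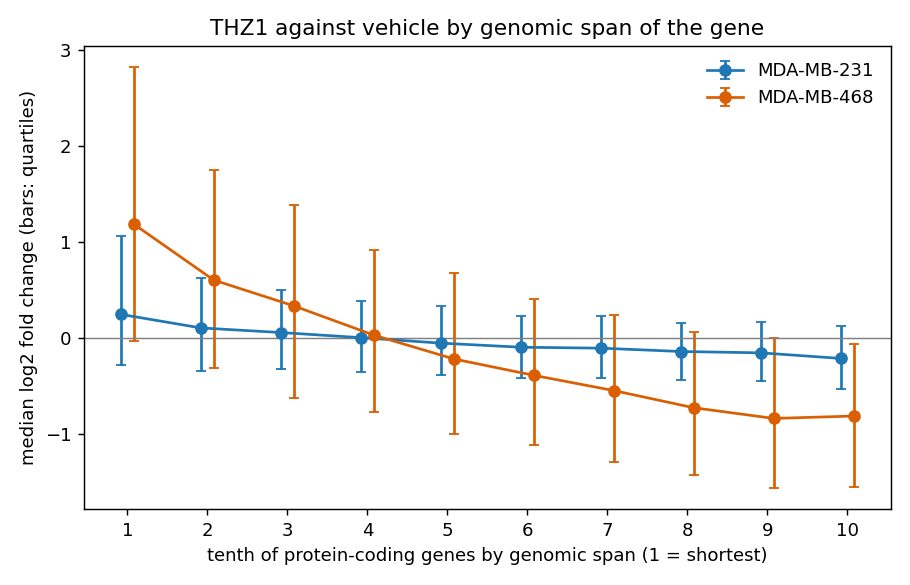
Median log2 fold change of protein-coding genes, with quartile bars, in 10 equal groups by genomic span from shortest to longest, in each line. From the shortest to the longest group the median goes from 0.25 to -0.21 in MDA-MB-231 and from 1.19 to -0.81 in MDA-MB-468.

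Fold changes were also related to the genomic span of genes. The shortest of 10 groups of protein-coding genes had a median log2 fold change of 0.25 in MDA-MB-231 and 1.19 in MDA-MB-468, and the longest group -0.21 and -0.81. Across all tested genes the Spearman rho of fold change and span was -0.228 and -0.421.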

Values the study reported

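The study reported 1367 genes that were downregulated and 2291 genes that were upregulated by THZ1 in both cell lines. It stated THZ1 doses of 75 nM for MDA-MB-231 and 50 nM for MDA-MB-468, given for 48 h.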

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

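The tests of the difference and the splits of libraries in this part were chosen before the data were examined. The items below are given because the THZ1 effect differed between the lines past the adjusted threshold, by the interaction test in edgeR. Differences are log2 values, MDA-MB-468 minus MDA-MB-231. In all 8348 of 13744 tested genes differed, so passing the threshold does not set a gene apart. Of the 178 named genes with a tested difference 144 passed, and some of these were named for a large difference.

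Among condensin and chromosome genes the effect was more negative in MDA-MB-468 for SMC2 (-1.71), TOP2A (-1.26), NCAPG (-1.16), SMC3 (-1.10), NCAPH (-0.85), SMC1A (-0.79) and NCAPD3 (-0.57), and more positive for KIF22 (1.57), NCAPH2 (1.06) and SMC4 (1.06). It was more negative for CCNH (-1.54), MYC (-1.08) and CDK7 (-0.76) and more positive for GAPDH (2.24). The other more positive genes were RRAD (6.18), EMP3 (5.35), GPR3 (5.05), FAM166A (3.70) and ARC (2.63). C19orf35 (7.43) and WDR38 (6.32) had no vehicle counts in MDA-MB-468, so their fitted differences depend on the prior count and are no bounds. The other more negative genes were CTC-444N24.11 (-5.07), BIRC3 (-3.93), GRTP1 (-3.79), ZNF827 (-3.67), CYP1A1 (-3.46), SLC26A2 (-3.13), ATP2B4 (-2.75), MFSD6 (-2.55), BTN3A3 (-2.43) and FAM115A (-2.07). With total counts SMC4 (0.41) and NCAPH2 (0.42) no longer passed, and with DESeq2 size factors NCAPD3 (-0.34) did not. Total counts also gave a call to 3 named gene differences that did not pass with TMM.

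The condensin list as a whole did not pass the camera test of the difference (median difference -0.30, adjusted p = 0.968). That test passed for 7 lists, against a median of -0.24 over all genes. The median differences with TMM were 1.73 for replication-dependent histones, 1.02 for mesenchymal genes, 0.98 for immediate early genes, 0.86 for mitochondrially encoded genes, 0.73 for lysosome and autophagy, 0.63 for cholesterol synthesis and 0.56 for cytosolic ribosomal proteins. With total counts, list medians were lower in MDA-MB-468 than in MDA-MB-231 for mitochondrially encoded (0.76 against 0.82) and lysosome genes (0.17 against 0.25). The same held for cholesterol (-0.66 against -0.43) and ribosomal protein genes (-0.54 against -0.31). Medians stayed higher for histone (3.70 against 2.48), immediate early (1.80 against 1.63) and mesenchymal genes (0.65 against 0.07). These are medians within each line, without a test of the difference. None of the lists passed with an estimated correlation, where the lowest adjusted p was 0.104. Line and dose cannot be separated in these differences, since the dose of MDA-MB-468 is given as 50 nM in the titles.

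Other splits of the libraries were tried for each count. In MDA-MB-231 the real split gave 9799 genes and the highest of the other splits 0, and in MDA-MB-468 it gave 11102 and 0; 1 of the 10 splits gave as many genes in each line, and 10 splits are too few for a share under 0.05. For genes changed the same way in both lines, 1 of 100 splits gave as many as the real 5256, and the highest other gave 0. For the difference between lines, 1 of 60 splits gave as many as the real 8348, and the highest other gave 8239. These splits test for no effect in either line, and an effect in both lines or a difference between them rests on the 10 splits of each line, which are too few. The 5 drawn splits that kept the real grouping in MDA-MB-468 alone gave 6889 to 8239 genes, and those that kept it in MDA-MB-231 alone gave 9 at most. Mixing the groups of MDA-MB-231 takes its effect to about 0, so these counts follow from the MDA-MB-468 effect and say nothing about a difference between the lines.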

How the results depend on the processing

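All alternatives here were planned except protein-coding genes alone, which was added after the data were seen and gave 8434, 8868, 4432 and 7456 genes for MDA-MB-231, MDA-MB-468, both lines and the difference. Without regard to direction, these counts stayed within 1.5 times of the main ones under the alternative scalings, the DESeq2 test and both filters. For the difference the scalings were DESeq2 size factors and total counts alone. Total counts moved the split by direction further. Rises and falls went from 5612 and 5490 to 3124 and 9406 in MDA-MB-468. In MDA-MB-231 they went from 4831 and 4968 to 4039 and 6035. Shared rises and falls went from 2605 and 2651 to 1574 and 4745. Differences more positive and more negative in MDA-MB-468 went from 3250 and 5098 to 1635 and 7656. In MDA-MB-231 a log2 fold minimum of 1 left 2645 genes, since it sets a stricter criterion, and 1 fit over all 12 libraries, which shares 1 estimate of the spread and covers the 13744 genes kept in both tables, gave 5386; the fold minimum in both lines left 1444 shared genes. In MDA-MB-231 13 of 30 lists passed, 2 with an estimated correlation and 23 with fry, which asks another question and kept 12 of the 13. In MDA-MB-468 8 of 29 passed, 0 by camera with an estimated correlation (lowest adjusted p = 0.0723) and 21 with fry, which kept all 8. Leaving out 1 library gave 8655 to 10547 genes in MDA-MB-231, 10235 to 11360 in MDA-MB-468, 4732 to 5511 in both, 7696 to 8725 for the difference, 12 to 13 lists in MDA-MB-231 and 8 to 11 in MDA-MB-468. Calls that changed and are not given with the results were those of BIRC3 (-0.29 to -0.16), ESRP2 (-0.53 to -0.28) and EMP3 (-0.28 to -0.11) in MDA-MB-231 and of CSF1R (0.73 to 1.24) and BCL2 (-1.08 to -0.82) in MDA-MB-468.

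In MDA-MB-468 the direction turned with total counts for MYC (-0.50), SOX4 (-0.25), GTF2H5 (-0.24) and ERCC2 (-0.13), and with housekeeping scaling for MYC (-0.27), SOX4 (-0.016) and GTF2H5 (-0.0066); the alternatives move all genes of this line downward. None of the genes run for MDA-MB-231 turned, nor did any of the gene differences run.

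The replicate block was run in MDA-MB-231 alone, because the THZ1 libraries of MDA-MB-468 are numbered 1, 3 and 4 in the table and 1, 2 and 3 in the titles, and which titles the last pair of columns belongs to is not known. Deviations of same-numbered libraries correlated at -0.00199, -0.0249 and -0.0363, and no library correlated best with its own number, so the numbers were not taken as pairs. With the block 9598 genes passed in MDA-MB-231, 5194 in both lines and 7674 for the difference, with 13 lists. For the same reason leaving out a replicate number from every group was not run; each library was left out instead.

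In the simulated data 42.6% of genes changed 2-fold were recovered in MDA-MB-468, and 27.2% for the difference. These runs held 200 changed genes, while 11102 of 16001 tested genes passed in the real MDA-MB-468 libraries. The adjusted threshold is looser when more genes change, so these shares do not give the recovery of the real tests. Smaller changes can still go undetected.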

Other observations

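Tests in this part that were chosen after a result was seen are the total count test of GAPDH and the housekeeping genes, the resampling intervals around all values, and the reading of the upper bounds for DNA background against a ratio near 1. Beyond the groups described above, 13 further lists had no camera adjusted p below 0.05 in either line. In MDA-MB-231, the stress genes ATF3 (2.03) and PPP1R15A (1.22) rose while DDIT4 (-1.97) and ASNS (-0.81) fell, within an integrated stress response list of 7 risen and 4 fallen of 14 genes (8 risen adjusted over the list alone; adjusted p = 0.413). Of 20 p53 target genes 8 rose and 8 fell (0.411), with GADD45A at 2.05. Of 14 BCL2 family genes, regulators of apoptosis, 6 rose and 4 fell (0.587), with PMAIP1 at 1.12. Of 12 heat shock genes 6 rose and 2 fell (0.129), of 14 unfolded protein response genes 4 rose and 4 fell (0.944), and of 25 interferon-stimulated genes 6 rose and 13 fell (0.222). Of 15 other transcription-linked CDK and cyclin genes 7 rose and 2 fell (0.266), with HEXIM1, an inhibitor of P-TEFb, at 0.67. Of 17 basal breast cancer regulators 7 rose and 4 fell (0.212), with KLF5 at 1.42 and RUNX2 at -0.77. Of 13 epithelial genes 6 rose and 3 fell (0.636; 4 and 4 with total counts), and of 6 SMC5/6 genes 1 rose and 3 fell (0.979).

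In MDA-MB-468, EGFR, the growth factor receptor, changed by -1.89, within a list of basal regulators with 3 risen and 11 fallen of 18 genes (adjusted p = 0.163), and 1 and 16 with total counts, which moved most lists of this line downward. Of 15 transcription-linked CDK and cyclin genes 5 rose and 9 fell (0.504; 2 and 10 with total counts), with HEXIM1 at 2.09 and CCNC at -1.74. Of 14 integrated stress response genes 4 rose and 4 fell (0.587; 3 and 8 with total counts), with ATF3 at 3.97. Of 20 p53 target genes 7 rose and 6 fell (0.837; 2 and 12 with total counts), with MDM2 at -2.65, and of 14 BCL2 family genes 7 rose and 3 fell (0.587), with BBC3 at 2.68; with total counts 1 rose and 7 fell. Of 12 heat shock genes 5 rose and 5 fell (0.839; 3 and 7 with total counts), of 14 unfolded protein response genes 5 rose and 5 fell (0.731; 2 and 11 with total counts), with XBP1 at -2.60, and of 24 interferon-stimulated genes 6 rose and 11 fell (0.730; 5 and 14 with total counts), with ISG15 at 2.94. Of 17 epithelial genes 5 rose and 5 fell (0.729; 4 and 13 with total counts), and of 6 SMC5/6 genes 1 rose and 4 fell (0.413; 1 and 5 with total counts).

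Markers of other cell types were few. Of 7 fibroblast markers tested in MDA-MB-231, 1 rose, COL3A1 (0.42, but not past the threshold without THZ1 library 1 or vehicle library 1 or 2, with adjusted p = 0.151, 0.156 and 0.0694), and 1 fell, PDGFRB (adjusted p = 0.468; 0 rose adjusted over the list alone, and 0 rose and 1 fell with total counts), and in MDA-MB-468 only 2 were tested and neither passed except with total counts, where 2 fell, without a list test. Of 3 immune markers 1 rose and 1 fell in each line (0.731 in MDA-MB-231, where 2 fell adjusted over the list alone, and 0.729 in MDA-MB-468), and with total counts 1 rose and 2 fell in MDA-MB-231 and 0 rose and 2 fell in MDA-MB-468. Of 4 endothelial markers 3 rose in MDA-MB-231 (0.221) and 3 rose and 1 fell in MDA-MB-468 (0.587; 1 and 1 with total counts).

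Fold changes were lower for genes with a longer span in both lines, with many genes of each span going the other way or not called. Loss of long transcripts by RNA fragmentation predicts no relation with genomic span at equal exonic length; the partial Spearman rho across genes was -0.104 in MDA-MB-231, within its error of the bound of -0.1, so that this cannot be told apart there, and -0.210 in MDA-MB-468, which argues against it as the whole cause. Exonic length at equal span kept a rho of -0.136 and -0.169, so a part of the pattern may still come from it. Background reads from genomic DNA are argued against as the source of most of the gain of the shortest risen genes. Olfactory receptor genes, 65 in MDA-MB-231 and 15 in MDA-MB-468, gained 0.00230 and 0.000649 times as much per kb. The risen genes were picked for their rise, so a smaller part from background is not excluded. An effect of THZ1 itself was not tested here and stays open.

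Of the genes near silent with vehicle (under 0.5 CPM), 482 rose in MDA-MB-231 and 659 in MDA-MB-468, while 4536 and 3222 were not called. The genes not called include those removed by the filter and never tested. A gene this low with vehicle passes the filter mostly through its THZ1 counts. The counts are therefore no measure of how often such genes rise, and ratios to genes not called set risen genes against partly untested ones. Read-through from an expressed gene upstream within 10 kb may contribute: the upstream share of risen genes was 4.44 and 5.70 times that of genes not called, but only 1.23 (resampling interval 0.875 to 1.76) and 1.22 (0.925 to 1.62) times the downstream share, so an excess upstream is not resolved and the intervals leave this open. A fixed share of the neighbor's reads is argued against for the risen genes with an upstream neighbor, 59 in MDA-MB-231 and 84 in MDA-MB-468. These rose by a median of 3.22 and 4.20 more than the neighbor on the log2 scale. They were picked for their rise, which can enlarge this difference, and the other risen genes are not covered. For background from genomic DNA the median olfactory receptor gain per kb was set against the median of the near-silent genes that rose. The ratio was 0.0205 in MDA-MB-231, with an upper bound of 0.0429, and 0.0875 with the mean receptor gain, above the limit of 0.05 set earlier. In MDA-MB-468 it was 0.00678, with an upper bound of 0.0616 over 15 receptor genes, above that limit, and 0.00203 with the mean. All lie far below the ratio near 1 that such background needs, which argues against it as the whole cause. The near-silent genes were picked for their rise, so a part from background is not excluded.

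GAPDH rose in MDA-MB-468 among 7 of 16 housekeeping genes, while 4 fell, and with total counts 6 rose and 9 fell. The TMM scaling as the cause is argued against, since GAPDH was at 1.94 with total counts and 6 of the 7 housekeeping genes that rose with TMM still rose. Both scalings are relative, so a rise per cell cannot be told from a smaller loss where total RNA fell. A few abundant genes taking most reads are argued against as the source of the downward shift under total counts, since the median without the 20 most abundant genes stayed at -0.82 (-0.85 to -0.79). No biological explanation was tested.

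The number of genes that fell in both lines was 2651. That is higher than the value quoted from the study above.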
